A study of Mus musculus with 7 samples.

How the data were processed

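The series profiled a mouse embryonic fibroblast line, named iMEF in the labels, by CUT&RUN, in which an antibody bound to chromatin recruits a fusion of protein A/G and micrococcal nuclease that cuts and releases the DNA around the target. There were 7 libraries. Lamin B1, a protein of the nuclear lamina, and the IgG control had 2 libraries each, H3K9me2 had 1 library with each of 2 antibodies, and H3K14ac had 1 library. Per the labels' protocols, each reaction used 500000 cells, antibodies were diluted 1 to 100 (1 to 50 for IgG), and digestion ran for 2 hours in 2 mM calcium chloride. Whole cells were bound to the beads for Lamin B1, and extracted nuclei for the histone marks. Spike-in DNA from E. coli was added to the Lamin B1 and IgG reactions only.

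The data used here were 1 list of lamin-associated domains (LADs), which the authors deposited in BED format. Wild type, merged and the mouse build mm10 are given only in the name of the list. The deposited values are genomic start and end positions in base pairs. The score column held 0 in each of the 1437 lines, so no domain carried a signal, fold enrichment or p-value. The aligner, the domain caller, the threshold and the use of IgG or of the spike-in are not stated in the labels. That the list rests on both Lamin B1 libraries was taken from the word merged in its name and is not stated elsewhere. Values of single libraries were not analysed here, so the read depth behind each domain is unknown, no domain has a replicate error, and Lamin B1 was not compared with IgG, H3K9me2 or H3K14ac. A checked property of the list bears on the measurements. All domain lengths (100%) lay within 125 bp of a multiple of 2.5 kb, where 10% would by chance, so borders have a resolution of about 2.5 kb. The smallest gap was 52499 bp and no domains overlapped. Whether closer domains were joined or a caller's setting left no shorter gap is not stated, and either would affect the lengths and counts.

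Both mapped columns (start and end) were read as the pooled Lamin B1 result. Domain positions are given counted from 1. Each chromosome was analysed over its span, from the start of its first domain to the end of its last, because no genome sequence was used. Gene positions and symbols came from the RefSeq gene table of GRCm38.p6, the same build as mm10. The table gave 21887 protein-coding genes on the placed chromosomes, of which 21130 had their midpoint in a span and 757 did not. The table used has no strand, so the planned transcription start site was replaced by the gene midpoint, with either end of the gene, the whole gene and any overlap as alternatives. The planned tests of GC content and of gene orientation at borders need sequence and strand and were not run.

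Gene shares were tested against 10000 circular shifts, in which the domains of each chromosome are rotated by a random distance within its span. Rotation keeps domain lengths, spacing and gene clustering. The p-values are two-sided, and 0.0002 is the smallest that these shifts can give. Families were defined by gene symbol and adjusted by the Benjamini-Hochberg method over 12 families. The ribosomal rule (Rpl or Rps and a digit) also takes in Rps6k kinases, and the histone rule leaves out the H2 genes of the major histocompatibility complex. Relations across chromosomes used 100000 permutations, differences between the proximal and distal parts of chromosomes an exact sign-flip permutation test, X against the 19 autosomes an exact permutation test, and the order of domains 10000 permutations within chromosomes. The interval of the covered share came from 10000 bootstrap draws of chromosomes, and that of the median length from 2000 draws. Chromosomes were the only units of spread for observed values. Their SD values are over chromosomes and describe neither biological nor technical replication. The SD values given for permuted orders of domains are over permutations.

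The circular shifts, the test of neighbouring lengths, the sign-flip test and the moved borders were tried on simulated data. The other permutation tests were not. Over 400 sets of 200 randomly placed features, 5.5% gave a p-value under 0.05, and over 400 sets of 200 features in clusters of 10 it was 5%. All of 400 sets with 65% of 200 features planted inside domains passed (100%). The test of neighbouring lengths passed in 4.75% of 400 sets of 300 unordered values and in 100% of the ordered sets. The sign-flip test passed in 6% of 400 sets of 14 values without a shift and in 93.5% with one. The sign-flip tests reported below used 20 chromosomes, so this check was run at a smaller size. The test that moves positions by at most 50 kb passed in 0.250% of 400 sets of 1000 random points and in 100% of the planted sets. These simulated points were moved against LADs, whereas the test reported below moves LAD borders against gene bodies. The simulated rate therefore does not show how conservative the reported p-values are.

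The regions and genes named were fixed before the data were examined: the 5 longest domains, the 3 longest gaps, the 3 domains with the most protein-coding genes, the chromosomes with the highest and lowest covered share, 12 gene families and a list of 27 genes. Some genes of that list enter its counts and are not reported here one by one. The longest gene in each named region was added afterwards as its annotation. Alternatives were joining domains separated by 10, 50 or 250 kb or less, keeping domains of at least 100 or 500 kb, other denominators, autosomes alone, other gene sets and other definitions of a gene inside a domain. The 250 kb joining, the 500 kb minimum, the denominator from position 1, LADs per Mb, autosomes alone for the order of domains, either end of the gene, autosomes with X for the gene share, density without receptors, ribosomal proteins without Rps6k kinases and correlations without 2 chromosomes were chosen after seeing the data. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.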

Results

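CUT&RUN was performed in mouse embryonic fibroblasts with 7 libraries: 2 for Lamin B1, 2 for the IgG control, 2 for H3K9me2 with a different antibody each, and 1 for H3K14ac. The measurements below come from the merged list of lamin-associated domains (LADs), which are stretches of chromatin at the nuclear lamina, the protein layer under the nuclear envelope. No values of single libraries were used, so the read depth is unknown and no value has a replicate error. The spread given for observed values is over chromosomes. The list held 1437 domains on the 19 autosomes, X and Y. Together they covered 1328 Mb, which was 50.6% of the chromosome spans (95% bootstrap interval over chromosomes, 47.6% to 53.3%). Keeping only domains of at least 500 kb moved this share most, to 44.8%.

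Domain lengths ranged from 10.0 kb to 11.4 Mb. The median length was 445.0 kb (95% bootstrap interval, 347.4 to 572.5 kb) and the quartiles were 152.5 kb and 1175 kb. The 436 domains of at least 1 Mb held 75.5% of the covered bases, whereas the 249 domains under 100 kb held 1.38%. The 1416 gaps between neighbouring domains had a median of 240.0 kb, with quartiles of 117.5 and 752.5 kb. The largest gap measured 15.8 Mb.

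The covered share differed between chromosomes. It averaged 49.1% ± 6.48 (SD, n = 19 autosomes) and was lowest on chromosome 15, at 35.5%. X had the highest value of all chromosomes, 61.5%, followed by chromosome 7 with 59.7%. X exceeded the autosomal mean by 12.3 percentage points, which did not pass an exact two-sided permutation test of X against the 19 autosomes (p = 0.10; the smallest p this design allows is 0.05). The Y chromosome had 53.5% of its span covered and was not tested.

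**Figure D1:**
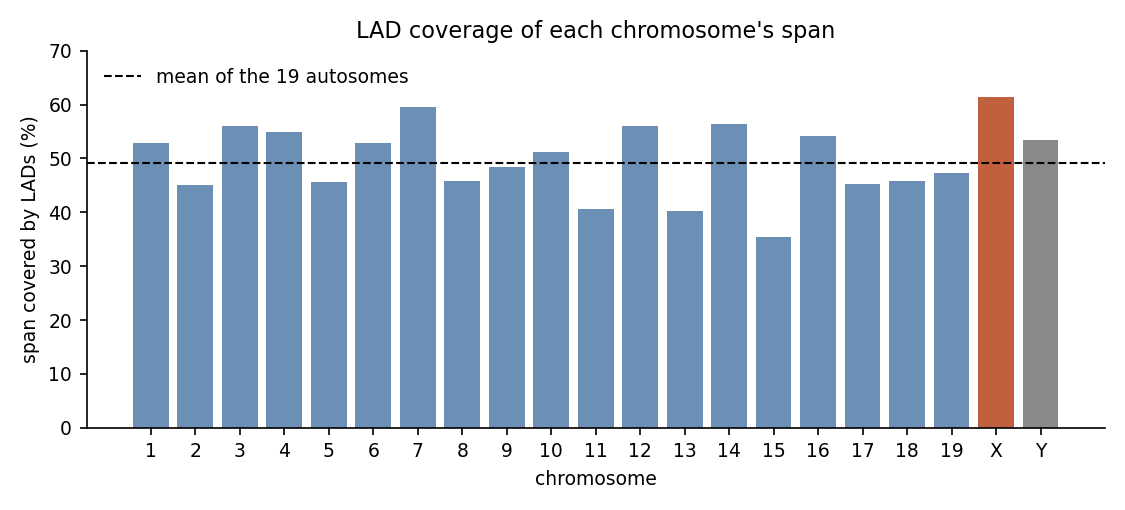
Share of each chromosome's span (first to last domain) covered by LADs, in percent, with 1 bar per chromosome for the autosomes (blue), X (red) and Y (grey); the dashed line is the mean of the 19 autosomes. Values run from 35.5% on chromosome 15 to 61.5% on X.

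X was divided into more and shorter domains than the autosomes. It carried 160 domains, or 0.959 per Mb, against 0.480 ± 0.0685 per Mb (SD, n = 19) on the autosomes, whose highest value was 0.591 per Mb. An exact two-sided permutation test gave p = 0.05, the smallest possible here, which was 0.12 after adjustment over 6 measures of X by exact permutation. The median domain on X measured 315.0 kb. The autosomal medians averaged 558.6 kb ± 108.5 (SD, n = 19; exact permutation p = 0.10). Gaps on X had a median of 127.5 kb, below each of the autosomal medians, which ran from 202.5 to 537.5 kb, but this did not pass (exact permutation p = 0.10, adjusted 0.12). With gaps of at most 250 kb joined, X had 0.240 domains per Mb and the autosomes 0.263 ± 0.0511 (SD, n = 19), and X no longer stood apart (exact permutation p = 0.50). Of the 120 gaps of at most 250 kb on X, 50% overlapped a protein-coding gene, against 79.8% of 519 on the autosomes. The Y chromosome carried 149 domains, or 1.65 per Mb, with a median length of 215 kb.

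**Figure D2:**
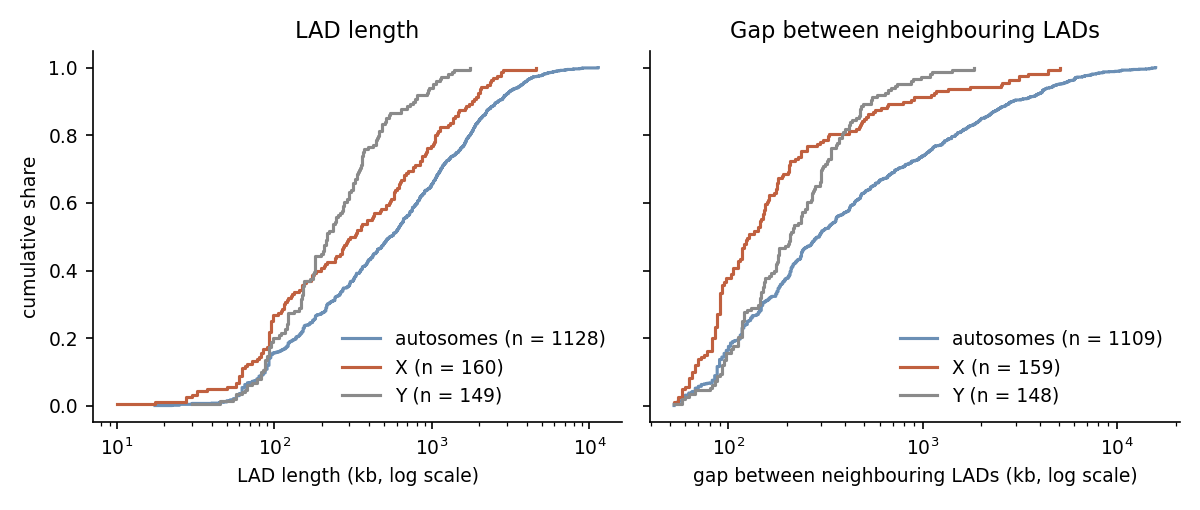
Cumulative distributions of LAD length (left) and of the gap to the next LAD (right), in kb on a log scale, for the autosomes (blue), X (red) and Y (grey). X has a median LAD of 315.0 kb and a median gap of 127.5 kb, against 543.7 kb and 292.5 kb over all autosomal domains and gaps.

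Mouse chromosomes have their centromere at the low-coordinate end, so splitting each span at its middle compares centromere-proximal with distal chromatin of the span. Chromosome ends beyond the first and last domain are not in the spans, so LAD-free ends do not enter this comparison. The proximal minus the distal covered share averaged -1.53 percentage points, with an SD of 16.0 over 20 chromosomes. The proximal part was the more covered one on 10 of the 20 chromosomes, and the difference was within the spread between chromosomes (exact two-sided sign-flip permutation p = 0.67). Single chromosomes differed in both directions. On chromosome 16 the proximal part was covered to 35.2% and the distal part to 73.2%, and on chromosome 11 the values were 53.4% and 27.8%.

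Coverage was set against 2 chromosome properties over the autosomes and X. With span length, Pearson's r was 0.40 (permutation p = 0.084) and Spearman's rho was 0.38 (permutation p = 0.10). Without chromosomes 1 and 19, the farthest from the median length, r was 0.43 (permutation p = 0.078). With protein-coding genes per Mb, r was -0.19 (permutation p = 0.43) and rho was -0.36 (permutation p = 0.12). Without chromosomes 7 and 11, the farthest from the median density, r was -0.43 (permutation p = 0.078) and rho was -0.52 (permutation p = 0.030), so the rank relation depended on whether those chromosomes were included. Adjusted over these 4 p-values, the values for both chromosome properties lay between 0.16 and 0.43, so neither relation passed over all 20 chromosomes.

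The order of domains along chromosomes was examined next. Lengths of neighbouring domains had a Spearman's rho of 0.08 over 1416 pairs. Permuting the domains within chromosomes gave 0.04 ± 0.03 (mean ± SD; two-sided permutation p = 0.080). The length of a domain and of the gap after it had a rho of 0.07, against 0.04 ± 0.03 in permutations (p = 0.16, permutation). Adjusted over these 2 relations, both permutation p-values were 0.16. With domains separated by 250 kb or less joined, the rho of length and following gap changed sign to -0.03, below the 0.06 of permuted orders (permutation p = 0.013).

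Protein-coding genes were scarce inside the domains. Of the 21130 genes with a midpoint in a chromosome span, 5207 (24.6%) lay in a LAD. Circular shifts of the domains gave 50.1%, with 95% of the shifts between 47.1% and 53.0%. The observed minus the shifted share was -25.5 percentage points (two-sided permutation p = 0.0002, the smallest that 10000 shifts can give). Counting all annotated genes moved this difference most, to -17.5 percentage points, with 32.9% of 48440 genes in domains. Per chromosome, LADs held 3.93 ± 1.74 protein-coding genes per Mb and the intervals between them 12.7 ± 3.32 (SD, n = 20 chromosomes). The density was lower in LADs on all 20 of the autosomes and X (exact sign-flip permutation p = 1.91e-06, the smallest possible). The Y chromosome was not part of this comparison.

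Gene density changed over a short distance at the borders. Between 50 and 100 kb outside a border there were 11.4 protein-coding genes per Mb, with an SD of 2.99 over 20 chromosomes. In the last 50 kb outside the border there were 7.82 ± 2.48, and in the first 50 kb inside 5.38 ± 2.09. From 350 to 400 kb inside, the density was 3.61 ± 1.56. These SD values are over the same 20 chromosomes. The bins cover different gaps and domains, since short ones do not reach the far bins. The outer bin held 86.1 Mb and the last 50 kb outside 121.6 Mb. The first 50 kb inside held 121.1 Mb and the bin from 350 to 400 kb 51.8 Mb. How much of the change follows from this was not tested.

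**Figure D3:**
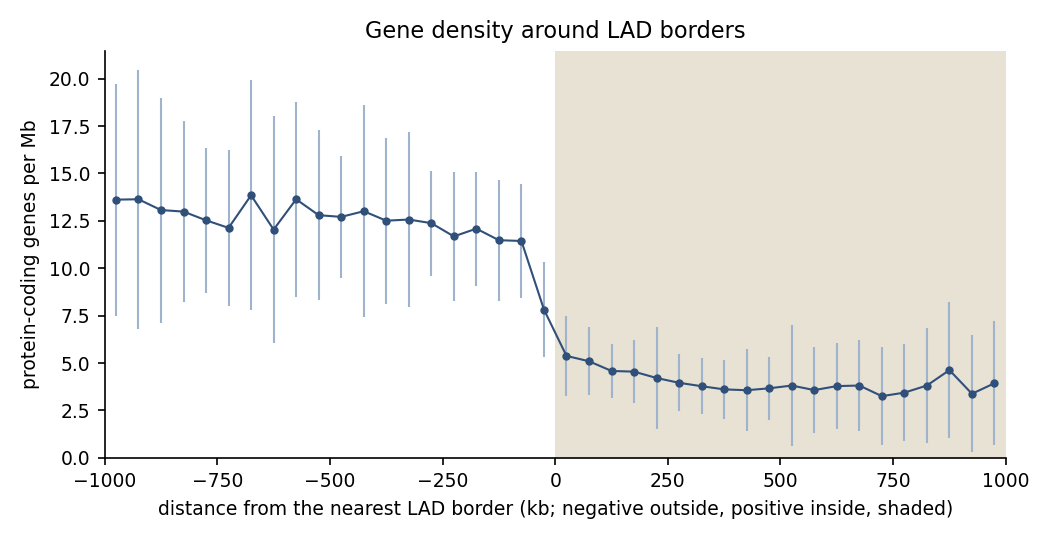
Protein-coding genes (midpoints) per Mb against the distance to the nearest LAD border in kb, in 50 kb bins over the autosomes and X; negative distances are outside LADs, positive ones inside (shaded), points are pooled densities and bars the SD over 20 chromosomes. The density falls from 11.4 per Mb at 50 to 100 kb outside to 5.38 per Mb in the first 50 kb inside.

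Domains differed in gene content. In 487 of the 1437 LADs (33.9%) there was no midpoint of a protein-coding gene, and the median was 1 gene per domain. Among the 249 domains under 100 kb, 69.5% held none, against 7.80% of the 436 domains of at least 1 Mb. The longest LAD lay on chromosome 1 (106857163 to 118257126, mm10), measured 11.4 Mb and held 17 protein-coding genes, the longest being Cntnap5a. The next was on chromosome 14 (105953486 to 115018457), with 9.06 Mb and 4 genes, of which the longest was Trim52. A domain of 8.90 Mb on chromosome 15 (12943641 to 21841112) held 5 genes, with Cdh12 as the longest. On chromosome 16, a domain of 8.66 Mb (67671954 to 76331925) contained 9 genes, including Robo2. The fifth, on chromosome 8 (95985404 to 103937878), measured 7.95 Mb and had 2 genes, with Cdh8 as the longest.

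The 3 domains with the most protein-coding genes were rich in receptor genes. A LAD of 5.25 Mb on chromosome 2 (85112142 to 90367124) held 226 protein-coding genes, of which 221 were olfactory receptors. A domain of 2.85 Mb on chromosome 7 (102529803 to 105384793) held 151 genes with 123 olfactory receptors. Another on chromosome 7 (20000064 to 24055051) measured 4.05 Mb and held 104 genes with 85 vomeronasal receptors. Of the LAD-free gaps, the longest spanned 15.8 Mb of chromosome 13 (23248269 to 39025718) and held 148 protein-coding genes, 31 of them histone genes. A gap of 15.1 Mb on chromosome 9 (52866418 to 68013869) held 182 genes. The third, 14.9 Mb on chromosome 15 (50006024 to 64938476), held 58 genes, or 3.88 per Mb.

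Among 12 gene families, 7 departed from the circular shifts at an adjusted p-value under 0.05, with 2 more often in LADs and 5 less often. Olfactory receptor genes lay in LADs in 981 of 1109 cases (88.5%), against 50.1% in the shifts (permutation p = 0.0002, adjusted 4.80e-04). For vomeronasal receptor genes the count was 326 of 351 (92.9%), against 53.8% in the shifts (permutation p = 0.0002, adjusted 4.80e-04). These receptors made up 25.1% of the protein-coding genes in LADs, and without them 19.8% of protein-coding genes lay in LADs.

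The families found less often in LADs than in the shifts were zinc finger genes (26.6%, 105 of 394), collagens (20.5%, 9 of 44), histones (3.96%, 4 of 101), ribosomal proteins (3.26%, 3 of 92) and proteasome subunits (0 of 40). Of all protein-coding genes, 24.6% lay in LADs, and 19.8% without receptors. Zinc finger genes and collagens lay near these shares, so their depletion does not set them apart from other protein-coding genes. No family was tested against these shares. Shifts gave 50.0% for zinc finger genes, 49.7% for collagens, 47.0% for histones, 50.7% for ribosomal proteins and 49.6% for proteasome subunits. By permutation, p was 0.0014 (adjusted 0.0024) for collagens, 0.0006 (adjusted 0.0012) for histones and 0.0002 (adjusted 4.80e-04) for each of the others. None of the 39 Hox genes and none of the 53 keratin genes lay in a LAD. The middle 95% of shifts ran from 0% to 97.4% for Hox genes and from 0% to 100% for keratins, so these counts of 0 could not be set apart from the shifts (permutation p = 0.14, adjusted 0.21, for Hox and p = 0.43, adjusted 0.51, for keratins). For clustered protocadherins (63.2% of 57) this range was also 0% to 100%, so no share could have departed from it. It was nearly as wide for defensins (76.1% of 71; 2.82% to 93.0%; permutation p = 0.31, adjusted 0.41). Cytochromes P450 (53.1% of 98) lay within the shifts (28.6% to 70.4%, permutation p = 0.80, adjusted 0.80). Their share, like those of protocadherins and defensins, was above the 24.6% of all protein-coding genes, which was not tested.

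**Figure D4:**
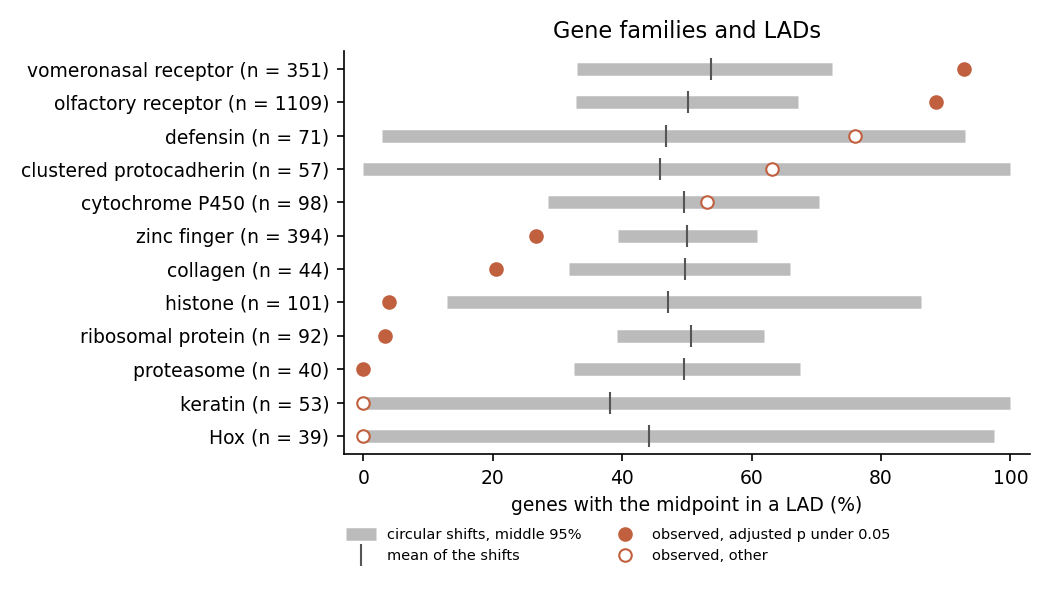
Share of each gene family's members with the midpoint in a LAD, in percent (red circles, filled where the adjusted p is under 0.05), against the middle 95% (grey bars) and the mean (ticks) of 10000 circular shifts. Olfactory and vomeronasal receptors lie above the bars at 88.5% and 92.9%, and 5 families lie below them.

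A list of 27 genes compared genes of fibroblasts and of general cell function with genes of other lineages. None of the 12 fibroblast and housekeeping genes (Col1a1, Col1a2, Col3a1, Fn1, Vim, Thy1, Pdgfra, Pdgfrb, Actb, Gapdh, Lmna and Lmnb1) had its midpoint in a LAD. Of the 15 genes of other lineages, 4 did. Fisher's exact test (two-sided) did not separate the lists (p = 0.11). Ighm (chromosome 12, 113418826 to 113422730) lay in a LAD from 113222386 to 116169876. Ptprc (chromosome 1, 138062859 to 138175756) lay in a LAD from 136834568 to 138262063. Hbb-bs (chromosome 7, 103826523 to 103827928) lay in the olfactory receptor domain from 102529803 to 105384793. The other 11 genes of this list, among them Alb, Afp, Kdr, Cdh1, Nanog, Pou5f1, Sox2, Myod1, Gad1 and Cftr, lay outside, at a median of 327.8 kb from the nearest border. The 12 fibroblast and housekeeping genes were at a median of 696.3 kb, with Pdgfra the nearest at 97.3 kb and Thy1 the farthest at 2490 kb.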

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

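Of 77 values recomputed under alternatives, 8 could not change, because they joined domains at 10 or 50 kb and no gap is that short. Of the other 69, 52 with a test kept their direction and their side of the threshold, and 8 without a test stayed within the bootstrap interval or were counts that moved less, such as 1188 domains of at least 100 kb and 1128 autosomal domains against 1437. The 52 include both other measurements of X that kept their direction, which could not have passed, since the smallest exact permutation p for X is 0.05. Relations across chromosomes were counted by Pearson's r alone. The Spearman's rho of coverage and gene density, given below, crossed the threshold in a setting counted among the 52. The share of genes in LADs stayed below that of randomly placed domains under all 9 alternatives, each with a two-sided permutation p of 0.0002. One of them counted all annotated genes in place of protein-coding genes, and another reordered LADs and gaps at random in place of circular shifts. With whole genes and with LADs of at least 100 kb, 7 of the 12 families passed the threshold each time, and each family had the same direction and side of it, which says nothing for protocadherins and keratins, whose shifts span 0% to 100%, or for Hox genes, whose share of 0% is where their shifts begin.

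The covered share of 50.6% moved outside its bootstrap interval under joining at 250 kb (54.2%) and under a minimum length of 500 kb (44.8%), both by construction of the alternative. The number and the median length of domains depend more on such choices: the planned 100 kb minimum moved the median from 445.0 to 636.2 kb, outside its bootstrap interval. Among those added after seeing the data, joining at 250 kb gave 712 domains with a median of 1227 kb, and a 500 kb minimum gave 675 domains with a median of 1280 kb. X minus the autosomal mean was 12.3 percentage points in coverage and -243.6 kb in median LAD length. It was 0.480 in LADs per Mb, counted above as keeping its direction. Both are other measures than coverage, so neither sign bears on it. The rho of domain length with the following gap went from 0.07 to -0.0303 with joining at 250 kb (permutation p = 0.013, against 0.056 to 0.26 under the others). The cause was not tested. The Spearman's rho of coverage and gene density without chromosomes 7 and 11 was -0.52 (permutation p = 0.030), while Pearson's r did not pass.

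No paired analysis was possible because the domains were used as 1 merged list without values per replicate. Leaving out each Lamin B1 replicate was not run for the same reason. The alternatives for GC content and gene orientation, and the denominator of bases that are not N, were not run without sequence or strand. The share over positions from 1 to the last annotated feature stayed within the interval. The read depth is unknown, which leaves open how many short domains and short gaps a deeper library would keep.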

Other observations

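The tests of chromosome 7, of the signal on X, of the fullest snoRNA window, of borders moved by short distances, of the longest genes and of LADs of at least 500 kb were chosen after the related values were seen. The list has no experimental groups to compare, so no effect of a treatment or genotype was tested. The explanations examined below rest only on the positions of domains and genes.

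X carried more domains per Mb than each of the 19 autosomes. Gaps of at most 250 kb made up 75.5% of the gaps on X and 46.8% on the autosomes. Joining them brought X to 0.240 domains per Mb, inside the autosomal range of 0.171 to 0.401. The difference in number therefore lay in gaps of this length. The joining distance was chosen after seeing the data, and it removes more domains where gaps are shorter. It thus restates the difference and does not test its cause. What gaps of at most 250 kb contain differed. On the autosomes, 79.8% of 519 such gaps overlapped a protein-coding gene, against 46.6% of windows of the same lengths placed inside LADs (permutation p = 0.0002). Single autosomes varied, and chromosomes 4 (59.6% against 49.5%; permutation p = 0.16), 7 (79.3% against 64.2%; permutation p = 0.12) and 17 (66.7% against 52.2%; permutation p = 0.32) did not differ from windows. On X it was 50% of 120 gaps against 45.6% of windows, with 95% of the draws between 36.7% and 54.2% (permutation p = 0.38). The excess over windows was 4.45 percentage points on X and 35.2 ± 12.7 (SD, n = 19) on the autosomes, higher than X on all 19 (exact permutation p = 0.05, the smallest possible). The contrast held with all annotated genes (X 71.7% against 73.9% of windows, autosomes 91.3% against 76.6%) and with gaps of at most 100 kb (X 36.7% against 40.0%, autosomes 70.8% against 42.2%). Short gaps on Y also matched the windows (43.0% of 86 gaps against 42.2%). This is consistent with random loss of short stretches inside longer domains on X, a hypothesis in which many X gaps are breaks in calling and not gene-bearing intervals. Weaker Lamin B1 signal on X cannot be told apart from other sources of such breaks, since the list holds no signal and the covered share of X was the highest, 61.5%. A biological difference of the sex chromosomes and poor mappability of repeated sequence stay open and were not tested. The list also gives neither the read depth on X and Y nor their copy number, so an effect of these was not tested either.

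Chromosome 7 had the highest density of protein-coding genes of the autosomes and X, 14.2 per Mb, and also ranked 2 of 20 in covered share. Its 415 olfactory and vomeronasal receptor genes, which belong to families found mostly in LADs, were tested as the source. Without them its density was 11.2 per Mb, still rank 2 of 20, which argues against receptor clusters as the whole cause of the high density.

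Gene classes differed in their share in LADs. Over 1000 circular shifts and 7 classes, tRNA genes (10.6%), miRNA genes (20.5%), protein-coding genes (24.6%), lncRNA genes (28.8%) and snRNA genes (41.2%) were below the shifts (permutation, p = 0.0020, the smallest these shifts can give, and adjusted 0.0028 each). Pseudogenes (52.0%) and snoRNA genes (47.3%) did not differ from them (permutation p = 0.49 and 0.59, adjusted 0.57 and 0.59). Pseudogenes beside receptor clusters were tested as the reason for the high share. Those farther than 100 kb from a receptor gene were still in LADs in 48.0% of 8733 cases, against 19.8% of protein-coding genes without receptors, which argues against that source. For snoRNA genes, removing the 17 named Snord115 or Snord116 with any lying between them took out only 18 of 1312 genes and left 46.6%, so that test decides nothing. The fullest 1 Mb window, from 59 Mb on chromosome 7, held 206 snoRNA genes, all in LADs. No value here shows whether these include Snord115 or Snord116 copies under other names, so the window may not be separate from them. Without this window and its neighbours the share was 37.4% of 1104 genes, so this cluster is part of the excess. That value was still above the protein-coding share of 24.6%, but it has no shift range or test. Whether the cluster is all of the excess is therefore left open.

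LAD borders lay inside the bodies of protein-coding genes in 881 of 2832 cases (31.1%), against 35.0% under circular shifts (95% of shifts from 33.2% to 36.9%; two-sided permutation p = 0.0002). Circular shifts do not keep the gene density around borders, so borders were also moved at random by short distances. Moved by at most 50 kb they lay in gene bodies in 32.6% of cases (permutation p = 0.0072), and by at most 100 kb in 34.1% (permutation p = 0.0002). Moved by at most 10 kb it was 31.2% (permutation p = 0.90). The 50 kb distance alone had been set to decide against local gene density, and this reading was dropped once the 10 kb value was seen. Avoidance of gene bodies cannot be told apart from a gene-poor stretch around borders, which moves of 50 kb or more leave.

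Genes in LADs were not longer in general. Without receptors, the median length was 20.7 kb for 3900 genes in LADs and 19.3 kb for 15770 genes outside. The mean log2 ratio over chromosomes was 0.17 ± 0.97 (SD, n = 20), above 0 on 11 of 20 (exact sign-flip permutation p = 0.47). The upper tail differed: of 225 genes of at least 500 kb, 167 (74.2%) lay in LADs, against 50.7% in shifts (95% from 44.0% to 57.3%; permutation p = 0.0002).

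Whether longer LADs hold fewer genes per Mb depended on the domains included. Over all 1437 LADs the Spearman's rho of length and protein-coding density was 0.18, above the permuted mean of 0.03 (permutation p = 0.0001, the smallest these permutations can give). Over the 675 LADs of at least 500 kb it was -0.16, below the permuted mean of -0.02 (permutation p = 0.0001), and without receptors it was -0.18. Of the LADs under 100 kb, 69.5% hold no protein-coding gene, which sets their density to 0 and ranks them low. Pooled over domains, the density was 5.34 genes per Mb in LADs under 100 kb and 3.02 in those of at least 3 Mb.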
